A study of Macaca fascicularis and Macaca mulatta and Papio anubis with 20 samples.

How the data were processed

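Dorsal root ganglia, the clusters of sensory neuron cell bodies beside the spinal cord, were measured by Visium spatial transcriptomics in 3 labelled primate species. In this assay a tissue section lies on a slide printed with barcoded capture spots, and each captured transcript is counted once by its unique molecular identifier (UMI). A spot is a small region that can hold several cells of different types, so clusters of spots are called regions here and shares are shares of spots. Of the 20 sections, 16 were labelled *Macaca fascicularis*, 2 *Macaca mulatta* and 2 *Papio anubis*. The *M. fascicularis* sections came under 4 title codes of 4 sections each, a female and a male code in each of 2 labelled batches. Sections of the same title code were treated as one specimen, which the labels neither state nor rule out. Sex was not labelled for the other 2 species, whose sections were all labelled batch 2.

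The deposited matrices held UMI counts per gene and spot, made with Space Ranger 2.0.0 in 12 sections and Space Ranger 2.1.0 in 7 sections, per the file headers. Within *M. fascicularis* the version went with the batch: 2.0.0 in batch 1 and 2.1.0 in batch 2. The genome build was not stated in the labels or headers. The deposited tables of each section also gave, per gene, the UMI counts summed over spots under tissue. Moran's I, a score of how alike neighbouring spots are, was deposited by the authors for each gene and section. Its p-value and adjusted p-value within each section were deposited beside it. These scores and p-values are deposited output of the program run upstream. They were not computed here and were only described. One male section of batch 2, section 3, entered through its table alone, and its spots were not analysed here. In the other 19 sections the table and the sums of the matrix differed for 0 genes. The series text names a Seurat clustering, which was not used here.

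The feature identifiers of the sections labelled *M. mulatta* begin with ENSPANG, the Ensembl prefix of *P. anubis*, and those of the sections labelled *P. anubis* with ENSMMUG, the prefix of *M. mulatta*. The files of these 4 sections also carry a code of the other species in their names. Labels and files may therefore be crossed between the 2 species, so that values given for sections labelled with one may belong to the other. Groups followed the labels, and the text speaks of sections labelled with a species. Of the 22000 features counted in *M. fascicularis*, 15068 carried a symbol, and the others held between 18.7% and 24.3% of a section's UMIs. They stayed in the totals and tests under their identifiers. In the sections labelled *M. mulatta* 15749 of 20842 features carried a symbol, and in those labelled *P. anubis* 16473 of 21369. A reference table of another, telomere-to-telomere assembly (MFA8v1.1) was used only to look up the names of 2 unnamed features, with no match, so no coordinates are given.

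Only spots under tissue entered the results, 35029 in all and 23974 in *M. fascicularis*. CPM values, a gene's UMIs scaled to a fixed library size, were computed over all features of a section, except in the comparison of species, where they were computed over the UMIs of the 13102 shared genes. Sections were compared in pairs for a library entered more than once: over 26 pairs within groups, the lowest chi-square per degree of freedom was 3.93 (genes with at least 20 counts in a pair), so each section was counted as its own library. A UMI total limits precision by counting error only, and a count of 0 was read as an upper limit of 3 counts. Exact (Clopper-Pearson) binomial intervals at 95% were used for shares of spots in single sections. They treat spots as independent, although neighbouring spots resemble each other, and leave out the error of the clustering and of its names. They are therefore likely too narrow.

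For the regions, spots with at least 200 UMIs were scaled to 10000 UMIs, log-transformed, and centred per section. The 2000 most variable genes without the sensory panel, chosen by dispersion in 20 bins of mean level, were clipped at 10 standard deviations and reduced to 30 components. Leiden clustering (leidenalg 0.10.2, resolution 0.5, 10 iterations) ran on a shared-neighbour graph with 15 neighbours, once for the *M. fascicularis* sections and once for each other labelled species. No doublet caller was run, since spots hold several cells. The 10 leading genes of a cluster were those with the highest fold over the other spots, sections weighted equally, with a pseudocount of 0.1 and at least 0.5 UMIs per 10000. Marker lists for neurons, myelinating Schwann cells, satellite glia, fibroblasts, endothelium, smooth muscle, immune cells, adipocytes, red blood cells and skeletal muscle were fixed before the data were examined, and so were a sensory panel of 32 genes, an immediate early list and lists of X- and Y-linked genes.

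A cluster took the class with the most list genes among its leading genes, or, with none among them, the class with the highest median fold above 1. A class needed at least 3 measured members, and a tie left the cluster unnamed. This naming rule was set and revised after clusters had been seen. The stricter version, which asks for a neuron-list gene among the leading genes, kept 1.81% and 1.07% of clustered spots as neuron-rich in the female and male specimen of batch 1, against 36.0% and 38.0% under the rule used. The class therefore rests on the median fold in batch 1.

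Tests summed the sections of a specimen. Whole sections were compared by sex and by batch in one edgeR 4.0.16 quasi-likelihood fit over the 4 specimens with both terms (TMM scaling, filterByExpr, two-sided, Benjamini-Hochberg adjustment, threshold 0.05). That leaves 1 residual degree of freedom. Neuron-rich spots were compared by sex in the same way. Neuron-rich spots were set against all other tissue spots with the specimen as a block. Adjusted p-values in the text come from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment unless another tool is named. The SE beside an edgeR log2 fold change is its absolute value divided by the square root of the quasi-likelihood F statistic. Where one side has 0 UMIs, the fitted value and this SE give no bound on the change. The fold from the limit of 3 counts does. The share of neuron-rich spots was compared between sexes by a two-sided exact permutation test over specimens. Levels of the labelled species were compared without a test, since 2 of the 3 had 1 specimen each, over 13102 genes whose symbol is in all 3 annotations (log2 CPM with a pseudocount of 1).

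The fitted tests were tested on simulated data in which 200 genes were changed by 2-fold or 4-fold. The sex test of whole sections recovered 59.5% of them, and 13 of its 132 calls over 12650 genes were false. The batch test recovered 53.5%, with 11 of 118 calls false over 12648 genes. The sex test of neuron-rich spots recovered 55.5%, with 20 of 131 calls false over 12247 genes. The test of neuron-rich against other spots recovered 91.5%, with 28 of 211 calls false over 11426 genes. Of the 4-fold changes alone the tests recovered 86.4%, 80.9%, 76.6% and 99.1%, in the same order. In each test the false share of calls lay above the threshold of 0.05. Genes called in the real data may therefore hold more false calls than that threshold states.

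Named genes followed a rule fixed before the data were examined. For each test these were at most 5 genes in each direction with the largest absolute log2 fold change among those with an adjusted p under 0.05, a symbol, and the same direction in both sexes or both batches. For species they were at most 3 genes in each direction with at least 50 CPM in the higher species, at least a 4-fold difference and no overlap between sections. For the spatial table they were the 10 genes with the highest median Moran's I. Genes named outside these rules are said to be so, and some genes under these rules are not reported here. Alternatives fixed at the same time were DESeq2's size factors and its Wald test (DESeq2 1.42.0), no filter on low counts, thinning to the lowest section total, sections as samples with and without the section number as a block, limma-voom with the specimen as a random block (limma 3.58.1), no batch term, other resolutions, a minimum of 1000 UMIs per spot, no centring, the 25% of spots with the highest neuron-list share, other thresholds on the deposited table, other denominators and a pseudocount of 5, and leaving out each section or specimen. Chosen after seeing the data were clusters with a neuron-list gene among their leading genes, the 25% of spots ranked without neurofilament genes, each specimen clustered alone, leaving out sections from the shares and from the deposited scores, and 3 added lists: X genes with a Y copy, genes known to escape X inactivation without a Y copy, and neurofilament genes. R 4.3.3, Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 were used.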

Results

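Spatial gene counts were compared over 20 sections of dorsal root ganglia from 6 specimens of 3 labelled primate species. The 16 *M. fascicularis* sections came from 4 specimens, 1 female and 1 male in each of 2 batches, with 4 sections each. Their UMI totals under tissue lay between 1136433 and 7073134 per section. The mean total per section was 4135083 ± 2101894 UMIs (SD, n = 4) in the female specimen of batch 1 and 4813841 ± 1604854 (SD, n = 4) in the male one. In batch 2 it was 4793720.2 ± 693024 (SD, n = 4) in the female specimen and 2071228 ± 860648 (SD, n = 4) in the male one. The median count per tissue spot ran from 398 to 5145 UMIs over the 15 *M. fascicularis* sections with spots. Sections of batch 1 covered 1213 ± 397 tissue spots (SD over sections) and those of batch 2 covered 1784 ± 559. The 2 sections labelled *M. mulatta* held 190376 and 264661 UMIs, and the 2 labelled *P. anubis* held 595020 and 12595205 UMIs.

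The male-linked and female-linked lists did not enter in *M. fascicularis*, where 0 of their 10 and 1 genes could be matched by symbol, so sex labels were compared with X-linked genes only. Of the listed genes known to escape X inactivation without a Y copy, 7 were measured. In both batches 0 of them were higher in the female specimen and 3 were lower. Their median log2 difference was -0.05, at percentile 61.5 of 10000 random lists matched on expression. Of X genes with a Y copy 6 were measured, with a median log2 difference of 0.07, at percentile 87.4. Both lists were added after the data were seen, and neither separated the sexes.

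The neuron list took 3.55% ± 0.589 and 3.49% ± 0.414 of UMIs in the female and male specimen of batch 1, and 3.82% ± 0.357 and 2.89% ± 0.341 in those of batch 2 (SD over 4 sections each, as for the lists that follow). In the same order, the myelinating Schwann list was at 5984 ± 2476, 5551 ± 854, 2169 ± 177 and 3231 ± 653 CPM. The satellite glia list was at 5223 ± 1405, 4944 ± 677, 4603 ± 581 and 4226 ± 232 CPM, and the fibroblast list at 6349 ± 2038, 5399 ± 1009, 3363 ± 404 and 2274 ± 1112 CPM. The immune list was at 1961 ± 244, 1871 ± 203, 1172 ± 29.1 and 671 ± 179 CPM and the adipocyte list at 1359 ± 255, 1268 ± 163, 2526 ± 255 and 4843 ± 1041 CPM. Endothelial genes summed to 286 ± 63.8, 264 ± 20.2, 236 ± 12.47 and 316 ± 92.9 CPM and smooth muscle genes to 687 ± 476, 519.7 ± 74.2, 348 ± 39.7 and 327 ± 201 CPM. The sensory panel summed to 4237 ± 300.4, 4879 ± 391, 3342 ± 432 and 4379.8 ± 448 CPM and the immediate early list to 1466 ± 1211, 907 ± 234, 414 ± 37.6 and 1308 ± 197 CPM. Section 1 of the female specimen of batch 1 held 3256 CPM of the latter, against 698 to 1158 CPM in its other sections. Red blood cell genes (3 of 9 matched) lay at 3.11 ± 3.61, 0.558 ± 0.888, 0.156 ± 0.191 and 0.131 ± 0.263 CPM, and skeletal muscle genes (5 of 10 matched) at 22.0 ± 14.2, 14.5 ± 4.99, 20.6 ± 1.37 and 14.5 ± 5.08 CPM.

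The 2 batches, which hold different specimens, were compared to size that difference beside that of sex. Of 12650 genes, 364 had an adjusted p under 0.05, 160 higher and 204 lower in batch 2, and 2389 had an unadjusted p under 0.05. The alternative that moved this count most took the sections as samples with the section number as a block, with 4448 genes called. Without section 1 or section 2 of the male specimen of batch 2 the count dropped to 115 and 120, and without section 4 of the female specimen of batch 1 it rose to 942. Without section 1 of that female specimen it was 674, and without section 1 of the female specimen of batch 2 it was 564. Section levels did not overlap between batches for 1030 of 15706 genes (6.56%, where chance would give 0.0155% for independent sections), 334 higher and 696 lower in batch 2.

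Among 280 called genes with a symbol and the same direction in both sexes, the largest fitted rise was that of ODF4 (ENSMFAG00000002083). It had 0 UMIs in batch 1 and a level at least 54.3-fold higher in batch 2, and its fitted log2 fold change of 9.07 (SE 1.07) had an adjusted p of 0.0109 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. PLA2G2A (ENSMFAG00000046389) rose from 1.46 ± 1.05 to 382 ± 354 CPM (SD, n = 8 sections each), a log2 fold change of 8.23 (SE 0.31, edgeR adjusted p 4.94e-05). ITIH1 rose from 0.429 ± 0.341 to 64.2 ± 12.8 CPM, a log2 fold change of 7.02 (SE 0.32, edgeR adjusted p 0.000113). FAM151A had 1 UMI in batch 1 and 77 in batch 2, a ratio of 100.4 with a counting interval from 17.5 to 4015 (edgeR adjusted p 0.0174). MT4 had 2 and 112 UMIs, a ratio of 73.0 with an interval from 19.7 to 610.2 (edgeR adjusted p 0.0243), and it belongs to the metallothionein family, whose members can share reads.

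The largest fitted fall was that of SPATA16 (ENSMFAG00000035575), at least 66.0-fold lower in batch 2 with 0 UMIs there (log2 fold change -9.81, SE 1.05, edgeR adjusted p 0.00836). SPATA16 was seen only in sections 3 and 4 of both specimens of batch 1, at 12.9, 10.5, 12.4 and 11.9 CPM, and had 0 UMIs in sections 1 and 2, so its section levels overlapped between batches. COL3A1 (ENSMFAG00000003702) fell from 90.9 ± 29.1 to 0.779 ± 0.696 CPM (SD, n = 8 sections each), a log2 fold change of -7.00 (SE 0.38, edgeR adjusted p 0.000194). COL1A1 (ENSMFAG00000033990) fell from 151 ± 69.1 to 3.10 ± 3.18 CPM, a log2 fold change of -5.73 (SE 0.48, edgeR adjusted p 0.00146). CD180 had 145 UMIs in batch 1 and 1 in batch 2, a ratio of 111 with an interval from 19.7 to 4423 (edgeR adjusted p 0.0122). PLD4 had 97 and 1 UMIs, a ratio of 74.4 with an interval from 13.04 to 2969 (edgeR adjusted p 0.0201). Without section 1 of the male specimen of batch 2, 4 of these 10 genes lost the call, and without its section 2, 2 of them did. Of the sensory panel, 1 of 26 tested genes was called over all genes and 1 when adjusted over the list alone. That gene was SCN10A, with a log2 fold change of 2.41 (SE 0.49, edgeR adjusted p 0.0453), and the call was lost, with 0 panel genes called, in the fits without section 1, 2 or 3 of that male specimen (edgeR adjusted p 0.0968, 0.0816 and 0.0511). It was also lost without section 3 of the male specimen of batch 1 (edgeR adjusted p 0.0519) and after thinning (edgeR adjusted p 0.0857). Adjusted over the list alone, 0 panel genes were called without section 1 of the male specimen of batch 2 and after thinning. More panel genes were called over all genes in other settings. These were 7 with sections as samples, 8 with the section number as a block, 4 with limma-voom and 2 without the filter. Sections as samples count each specimen 4 times, with or without that block.

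**Figure D1:**
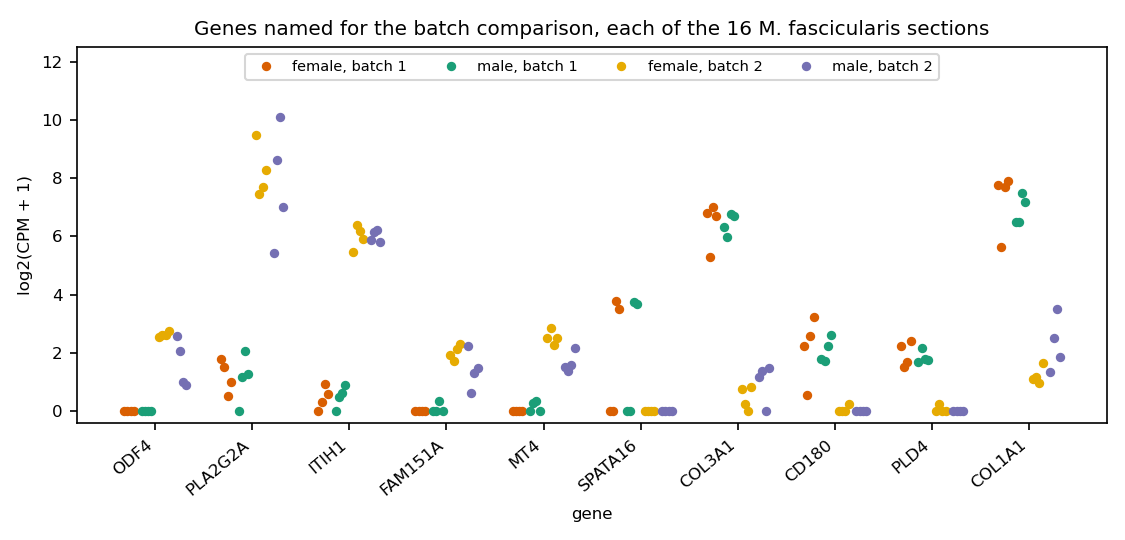
Level of the 10 named batch genes in each of the 16 *M. fascicularis* sections, as log2(CPM + 1), with 1 point per section and a colour per specimen. COL3A1 and COL1A1 lie higher in every section of batch 1, PLA2G2A and ITIH1 in every section of batch 2, and SPATA16 is above 0 in only 4 of the 8 sections of batch 1.

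The comparison of the sexes called 0 of 12650 genes in whole sections, with 169 genes at an unadjusted p under 0.05. Leaving out the filter on low counts moved this most, to 67 genes. With 2 specimens per sex, the same test recovered 59.5% of simulated changes of 2-fold or 4-fold and 86.4% of those of 4-fold, so changes of 2-fold were missed more often than those of 4-fold. Section levels did not overlap between the sexes for 7 of 15706 genes (0.0446%, where chance would give 0.0155% for independent sections), and all 7 were lower in the female sections. Sections of one specimen are not independent, so chance gives more than this in both comparisons. They were POLR2B, ARID3B, TJAP1, NRSN1, NANS, VAV2 and ENSMFAG00000062687, named after their values were seen. In the sensory panel 0 of 26 tested genes were called over all genes and 0 when adjusted over the list alone, with 3 at an unadjusted p under 0.05. Adjusted over the list alone, 3 were called without section 2 of the female specimen of batch 1. In the same way 1 was called without section 1 or 4 of that specimen, section 4 of the male specimen of batch 1, or section 1 of the female specimen of batch 2. Within batch 1, 5 of the 26 genes were higher in the female specimen, and within batch 2, 13 were. Only 1 gene was higher in both batches, 9 were lower in both and 16 went opposite ways.

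Clustering placed 18594 spots of *M. fascicularis* in 9 regions. Regions 3 and 4 were named after the neuron list, region 4 with VSNL1 among its leading genes and region 3 by the median fold of the list alone. Region 3 (3351 spots) had SCN11A and SYNPR among its leading genes and drew 94.5% of its spots from batch 1, and region 4 (2339 spots) had PVALB and CLEC2L among them and drew 95.2% from batch 2. Together they held 5690 spots (30.6% of those clustered), called neuron-rich here.

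Neuron-rich spots made up 36.0% ± 13.5 (SD, n = 4) of clustered spots in the female specimen of batch 1 and 38.0% ± 3.70 (SD, n = 4) in the male one. In batch 2 they made up 33.5% ± 1.08 (SD, n = 4) in the female specimen and 8.56% ± 1.32 (SD, n = 3) in the male one, whose sections held 7.07%, 9.03% and 9.59%. The difference between female and male was -2.06 percentage points in batch 1 and 25.0 in batch 2, and an exact two-sided permutation test over the 4 specimens gave p = 1, where the smallest p it allows is 0.333. The low share changed with the clustering. With each specimen clustered alone, a choice made after seeing the data, the male specimen of batch 2 held 33.3%, in a cluster with no neuron-list gene among its leading genes, and the 4 means ran from 23.5% to 34.9%. The difference was then -11.4 percentage points in batch 1 and -3.49 in batch 2, with an exact two-sided permutation p of 0.333, the smallest the test allows. Batches were not compared by this share, since the 2 neuron-rich regions split by batch. In sections labelled *M. mulatta*, with 155 and 165 clustered spots, 58.1% (exact interval 49.9 to 65.9) and 37.6% (30.2 to 45.4) were neuron-rich. In those labelled *P. anubis* 0.381% (0.0787 to 1.11) of 787 and 38.2% (36.3 to 40.1) of 2532 spots were. The clustered spots were 6.86% and 5.29% of the tissue spots in the sections labelled *M. mulatta*. Median counts there were 62 and 61 UMIs per tissue spot, and 3.99% and 1.99% of all tissue spots were neuron-rich. In the sections labelled *P. anubis* the clustered spots were 25.9% and 95.8% of the tissue spots. Spots under 200 UMIs are left out, so the shares do not give the makeup of the whole tissue. The neuron-rich regions of these 4 sections were named by the median fold of the list alone. In sections labelled *P. anubis*, a region of 1448 spots named after the myelinating Schwann list (median fold 1.47) had a median fold of the neuron list of 1.33, above the 1.14 and 1.07 of the neuron-rich regions. The share in section 1 therefore rests on that name.

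**Figure D2:**
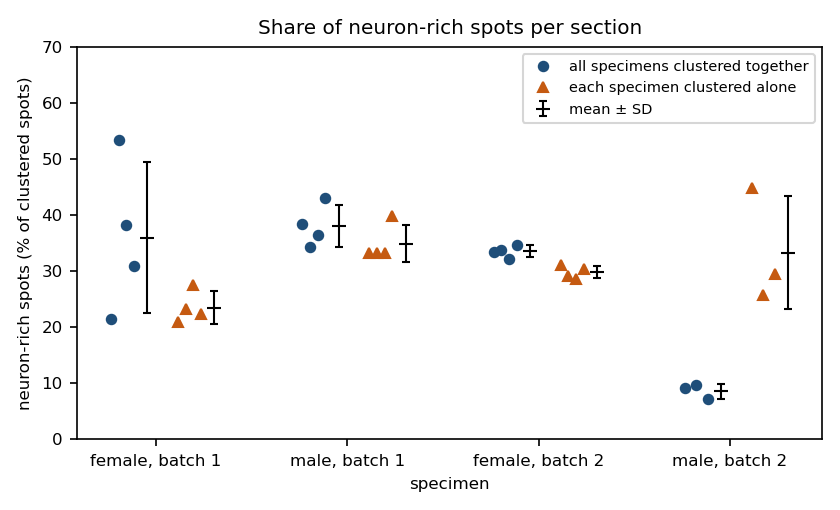
Share of neuron-rich spots (percent of clustered spots) in each *M. fascicularis* section with spots, by specimen, with all specimens clustered together (circles) or each alone (triangles), and the mean ± SD beside each set. The male specimen of batch 2 lies at 8.56% together and at 33.3% alone.

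**Figure D3:**
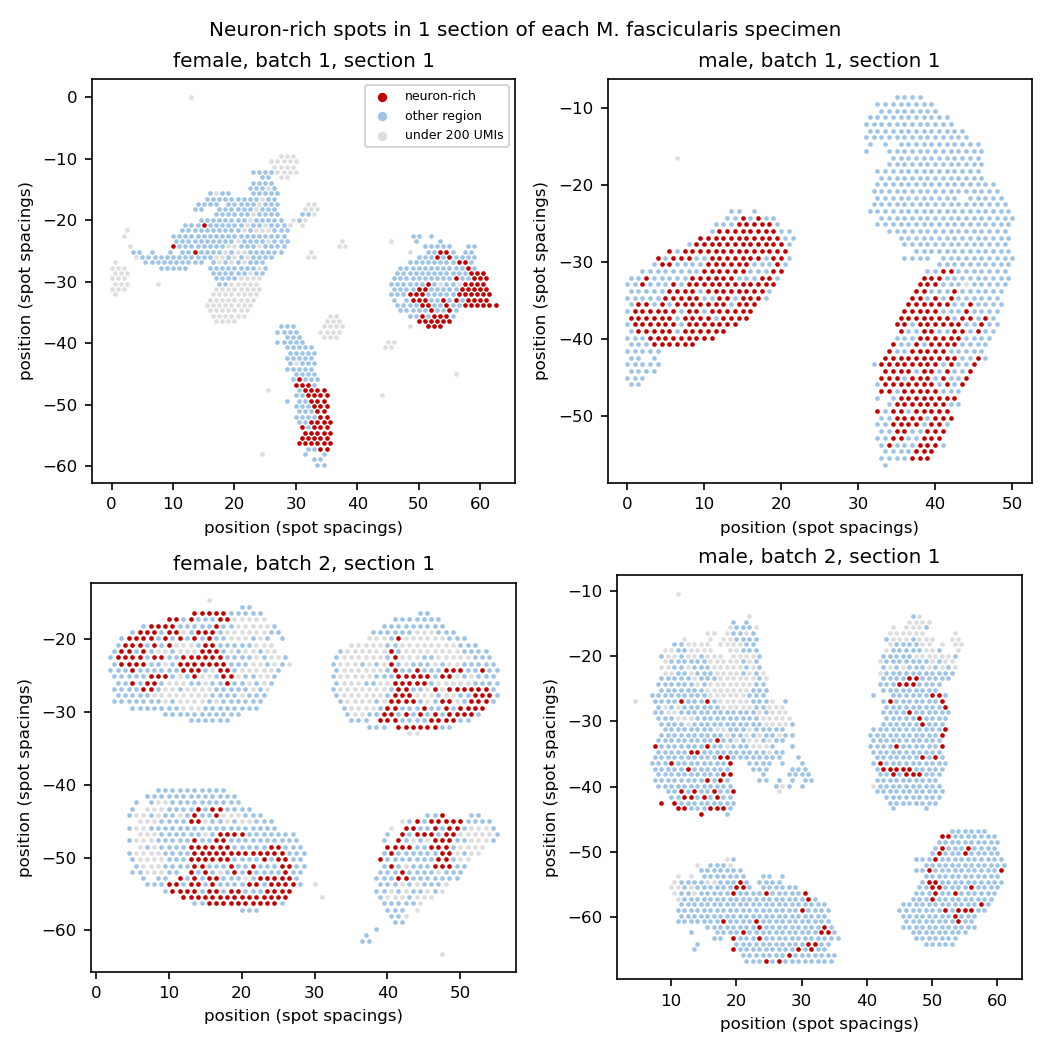
Tissue spots of section 1 of each *M. fascicularis* specimen at their slide positions in spot spacings, coloured by neuron-rich region, other region, or under 200 UMIs. In these 4 sections 119, 388, 315 and 110 spots were neuron-rich (female and male of batch 1, then female and male of batch 2).

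The sensory panel, which was left out of the clustering, was compared between neuron-rich and all other tissue spots. Of 11426 genes, 4333 were called, 1892 higher and 2441 lower in neuron-rich spots, a count that includes genes the regions were clustered on and so is no independent measure of their difference. Without the male or the female specimen of batch 1 the count was 2151 and 2337. Of 25 panel genes tested, 22 were higher in neuron-rich spots and 16 were called, 14 higher and 2 lower, and 17 were called when adjusted over the list alone. The count of panel genes called higher dropped to 5 without the female specimen of batch 1 and to 6 without the male one. It moved most, to 1, at a resolution of 0.25, in clusters with a neuron-list gene among their leading genes, and with no block for the specimen. Among the 25% of spots with the highest neuron-list share 2 panel genes were called higher out of 18 called, and 8 genes called in the regions were called in the opposite direction there.

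Called and higher in 4 of 4 specimens were 6 panel genes, of which 5 are given here. PVALB (ENSMFAG00000043667) was at 485 ± 59.3 CPM in neuron-rich and 221 ± 35.04 CPM in other spots (SD, n = 4), a log2 fold change of 1.15 (SE 0.12) with an adjusted p of 3.19e-05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. In the 25% of spots ranked without neurofilament genes PVALB was lower than in the other spots, by 0.18 on the log2 scale. PIEZO2 had a log2 fold change of 0.92 (SE 0.15, edgeR adjusted p 0.000706) and ADCYAP1 of 1.14 (SE 0.39, edgeR adjusted p 0.0361). SCN9A had a log2 fold change of 0.73 (SE 0.14, edgeR adjusted p 0.00203), and -0.069 in the 25% of spots with the highest neuron-list share. TRPA1, at 5.18 ± 4.58 and 1.75 ± 1.08 CPM, had a log2 fold change of 1.54 (SE 0.31, edgeR adjusted p 0.00221). TRPA1 was at -1.09 in those 25% of spots and at -0.032 with a minimum of 1000 UMIs per spot. NTRK3 was lower in 4 of 4 specimens, with a log2 fold change of -1.60 (SE 0.32, edgeR adjusted p 0.00231), and NTRK2 in 3 of 4, at -0.97 (SE 0.26, edgeR adjusted p 0.0121). NTRK3 turned to 0.22 in the 25% of spots and to 0.12 in clusters with a neuron-list gene among their leading genes.

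**Figure D4:**
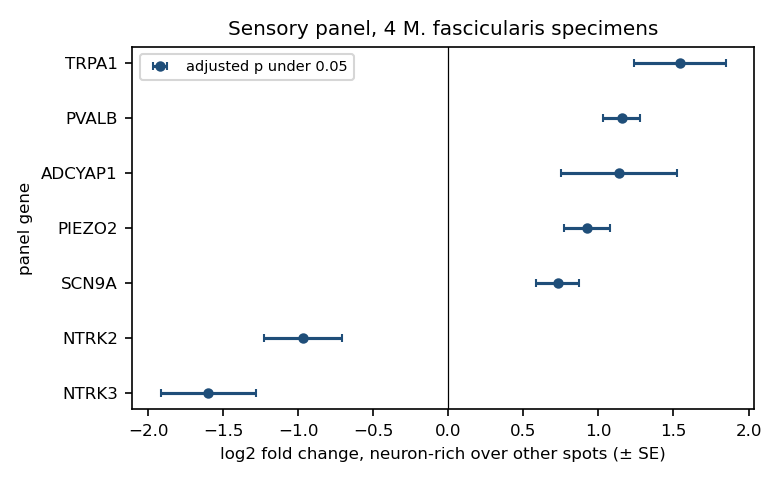
Log2 fold change (± SE) of the 7 panel genes given here between neuron-rich and other spots over 4 *M. fascicularis* specimens, all with an adjusted p under 0.05. TRPA1 has the highest value, 1.54, and NTRK3 the lowest, -1.60, and both change sign in the 25% of spots with the highest neuron-list share.

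Within neuron-rich spots the comparison of the sexes called 0 of 12247 genes, with 170 at an unadjusted p under 0.05. Leaving out the filter on low counts moved this most, to 47 genes. Without section 1 of the male specimen of batch 2 it called 30 genes, and without section 2 of the female specimen of batch 1 it called 1. In the sensory panel 0 genes were called over all genes and 0 when adjusted over the list alone, with 3 of 26 at an unadjusted p under 0.05. Adjusted over the list alone, 3 were called without section 2 of the female specimen of batch 1 and in clusters with a neuron-list gene among their leading genes. In the same way 2 were called without section 4 of the male specimen of batch 1, and 1 without section 1 of the female specimen of batch 1 or of the male specimen of batch 2. This test recovered 55.5% of simulated changes of 2-fold or 4-fold. In the male specimen of batch 2 the neuron-rich spots held 17.7% to 23.9% of a section's UMIs, against 58.6% to 85.9% in the other specimens. Joint clustering may have left out neuron-rich spots of that specimen, so the sexes may be compared over unlike spots in batch 2.

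In the authors' deposited tables, a median of 2303 genes per *M. fascicularis* section (range 649 to 5650) had an adjusted p under 0.05 for Moran's I. Asking also for a Moran's I of at least 0.1 in the authors' deposited table moved this most, to a median of 279 genes. By section, 5650 genes passed in section 2 of the female specimen of batch 1 of the authors' deposited table, against 2451 to 2724 in its other sections. Among the 10 genes with the highest median Moran's I over the 16 sections in the authors' deposited table were NEFL (0.338), THY1 (0.323), IGFBP6 (0.323), PRPH (0.306), STMN2 (0.305), ENSMFAG00000007415 (0.301), ENSMFAG00000003772 (0.293), NEFH (0.283) and TUBB3 (0.273). Each of these had an adjusted p under 0.05 in 16 of 16 sections of the authors' deposited table, except IGFBP6 in 15.

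**Figure D5:**
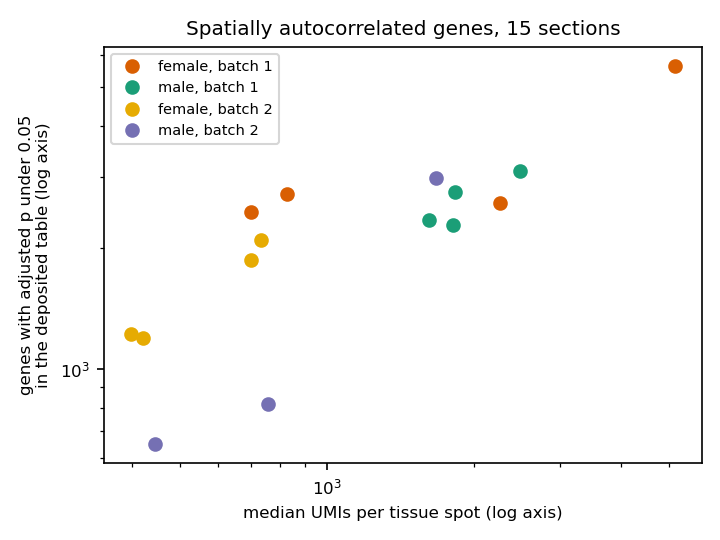
Number of genes with an adjusted p under 0.05 for Moran's I in the authors' deposited table against the median UMIs per tissue spot, both on log axes, with 1 point for each of 15 *M. fascicularis* sections and a colour per specimen. The highest point is section 2 of the female specimen of batch 1, with 5650 genes and a median of 5145 UMIs per spot.

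Levels of 13102 shared genes, as CPM over the UMIs of these genes, were set beside each other across the labelled species, without a test. The median Spearman correlation across genes, which are not independent replicates, was 0.576 (0.542 to 0.594 over pairs of sections) between *M. fascicularis* and sections labelled *M. mulatta*. It was 0.809 (0.775 to 0.844) between *M. fascicularis* and sections labelled *P. anubis*, and 0.602 (0.592 to 0.614) between the other 2. Pairs of *M. fascicularis* sections lay between 0.937 and 0.989, the 2 sections labelled *M. mulatta* at 0.794 and those labelled *P. anubis* at 0.947. At least 4-fold apart with no overlap between sections were 2206 genes between *M. fascicularis* and sections labelled *M. mulatta* (476 higher and 1730 lower in the latter). Between *M. fascicularis* and sections labelled *P. anubis* there were 728 (321 higher and 407 lower in the latter), and between the other 2 there were 1936 (1553 higher and 383 lower in sections labelled *P. anubis*). The last count moved most, to 1173 with all features as the denominator. The 3 labelled species were counted on 3 different annotations, so a gene at or near 0 in one of them may reflect its annotation and not the RNA. The folds and ratios given below for such genes compare counts and need not be differences in RNA level. Their intervals cover counting error only. The sections labelled *M. mulatta* carried identifiers of *P. anubis* and those labelled *P. anubis* identifiers of *M. mulatta*, so the values of these 2 labels, here and in what follows, may belong to the other species.

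RPL8 had 0 UMIs in *M. fascicularis* and 8846 CPM in sections labelled *M. mulatta*, at least 120174-fold higher, and 3366 CPM in sections labelled *P. anubis*, at least 30851-fold higher. ZC3H10 was at 6.58 CPM in *M. fascicularis* and 7242 CPM in sections labelled *M. mulatta*, and ATP6V1F at a ratio of 16174 with a counting interval from 2832 to 645619. DEPDC5, VAMP1 and SYT11 had 0 UMIs in sections labelled *M. mulatta* and were at least 291-fold, 98.6-fold and 80.5-fold higher in *M. fascicularis*. C9orf152 had 0 UMIs in *M. fascicularis* and was at least 42331-fold higher in sections labelled *P. anubis*, and TMBIM6 was at 0.234 and 413 CPM. MRPS34 and TTLL13 had ratios of 5612 (1007 to 221668) and 4533 (813 to 179038) in favour of *M. fascicularis* over sections labelled *P. anubis*, and GRINA was at 705 and 0.734 CPM. Between sections labelled *M. mulatta* and *P. anubis*, C9orf152, DEPDC5 and GCN1 had 0 UMIs in the former and were at least 243-fold, 245-fold and 248-fold higher in the latter. GCHFR was at least 1433-fold higher in the former, and CD5L and RINL had ratios of 3961 (698 to 157653) and 1597 (431 to 13359).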

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

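Of the tests in this part, those of depth against the number of autocorrelated genes, of fibroblast genes in the section with low COL1A1 and of the PVALB-led region's share of spots were chosen after the result was seen. Single sections were compared with the other 3 of their specimen over 106 sets of 4 values, and 5 values, from 4 sections, stood apart by Dixon's criterion, where chance gives about 1 in 20, or 5.3 sets here.

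A section far from its fellows appeared in 2 specimens of the authors' deposited table. Section 2 of the female specimen of batch 1 had 5650 genes with an adjusted p under 0.05 for Moran's I in the authors' deposited table, against 2451 to 2724 in the other 3. Section 1 of the male specimen of batch 2 had 2979 in the authors' deposited table, against 649 to 1004. One relation was computed here, within which the outlying sections were included unless stated: over the 15 sections with spots, centred within specimens, the log2 number of genes and the log2 median UMIs per spot had a Pearson r of 0.804 (permutation p 0.001) and a Spearman rho of 0.761 (permutation p 0.00332). Without sections 2 and 4 of the female specimen of batch 1, the farthest from the median UMIs, the values were 0.792 (permutation p 0.00663) and 0.753 (permutation p 0.0117). Without the 2 sections that stood apart they dropped to 0.607 (permutation p 0.024) and 0.637 (permutation p 0.021). Within batch 1 they were 0.825 (permutation p 0.04) and 0.619 (permutation p 0.129), and within batch 2 they were 0.961 (permutation p 0.0144) and 0.857 (permutation p 0.0419), so the rank relation within batch 1 did not pass 0.05. More UMIs per spot is a candidate explanation for both sections. No biological explanation was tested, since the design gives none for a single section.

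COL1A1 was at 49.1 CPM in section 2 of the female specimen of batch 1, against 207 to 237 CPM in its other sections. Of 8 other measured fibroblast genes, 7 were also lowest in that section, so fewer fibroblast-rich spots in that section may account for the low COL1A1. The same section had the outlying number of autocorrelated genes, and its 596 tissue spots were the fewest of its specimen. No biological explanation was tested.

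PVALB was at 736 CPM in section 3 of the female specimen of batch 2, against 383 to 408 CPM in the other 3. With that specimen clustered alone, 1 region had PVALB among its leading genes (called the PVALB-led region). It held 17.2% of the clustered spots of section 3 (95% exact binomial interval 15.4 to 19.1%) and 48.0% of its UMIs. In section 2, where PVALB was at 408 CPM, it held 16.9% of clustered spots and 46.0% of UMIs. This argues against more of the PVALB-led region in that section as the whole cause. Of 8 other leading genes of the region 8 were highest in section 3 too, but they were chosen for following PVALB across spots and decide nothing. What raised PVALB stays open, and no biological explanation was tested.

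PLD4 was at 3.51 CPM in section 2 of the male specimen of batch 1, against 2.21 to 2.42 CPM in the others. These levels rest on 8 to 17 UMIs per section. No test was run, since a comparison of single sections against counting noise would decide nothing.

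Signal appeared in data that no comparison used. The Y-linked gene RPS4Y1 was at 1019 and 1190.2 CPM in the sections labelled *M. mulatta* (194 and 315 UMIs) and at 407 and 291 CPM in those labelled *P. anubis* (242 and 3659 UMIs), all above the limit of 3 counts that a count of 0 allows. The labels give no sex for these 4 sections. Listed Y-linked genes together had 1882 and 2286 UMIs in the sections labelled *M. mulatta*, of which 242 and 362 were outside TMSB4Y, and 393 and 6847 in those labelled *P. anubis*. Reads shared with the X copies of these genes were not tested, so the values assign no sex, and no biological explanation was tested.

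Spots outside the tissue held between 1.92% and 17.9% of the UMIs of an *M. fascicularis* section, the highest share in section 4 of the male specimen of batch 2. The median was 9.43% in batch 1 and 3.52% in batch 2. In 6 of 15 sections the profile outside the tissue was closest to the tissue of the same section, where chance gives 1, with a Spearman rho across genes of 0.804 to 0.949 to their own tissue. RNA of the same section spread beyond the tissue may explain part of this signal, but most sections were closer to another section, so the sources cannot be told apart by this test. No biological explanation was tested.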

How the results depend on the processing

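Among the alternatives here, clusters with a neuron-list gene among their leading genes, the 25% of spots ranked without neurofilament genes, each specimen clustered alone, and leaving out sections from shares and deposited scores were chosen after the result was seen.

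The sex comparison of whole sections called 0 genes with DESeq2's size factors, DESeq2's Wald test, thinning and no batch term (171, 179, 212 and 37 at an unadjusted p under 0.05), and 0 in all 16 fits that each left out one section (93 to 416). It called 67 without the filter on low counts, 8 with the 16 sections as samples, and 5 with limma-voom and the specimen as a random block (correlation 0.257). In neuron-rich spots it called 0 with DESeq2's size factors, DESeq2's Wald test, 15 sections as samples, the 25% of spots and a resolution of 1 (243, 95, 956, 376 and 171 at an unadjusted p under 0.05). It called 47 without the filter, 6 at a resolution of 0.25, 4 in clusters led by a list gene, and from 0 to 30 across the 15 fits that each left out one section (118 to 400 at an unadjusted p under 0.05 in those that called 0). The 30 genes came without section 1 of the male specimen of batch 2. The count of panel genes called by sex when adjusted over the list alone, 0 in both, was not stable. In whole sections it was 2 without the filter, 1 with DESeq2's Wald test and from 0 to 3 across the 16 fits that each left out one section. In neuron-rich spots it was 1 without the filter, 2 in the 25% of spots, 3 in clusters led by a list gene and from 0 to 3 across the 15 fits. Both counts of 3 in these fits came without section 2 of the female specimen of batch 1. The cause was not tested, except that sections as samples raise the number of samples.

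The batch comparison called 364 genes with TMM or DESeq2's size factors, 527 with DESeq2's Wald test and 300 after thinning, 262 of them shared. It called 1279 without the filter, 4345 with sections as samples, 2194 with limma-voom, and from 115 (without section 1 of the male specimen of batch 2) to 942 (without section 4 of the female specimen of batch 1) across the 16 fits that each left out one section. Sections as samples count each specimen 4 times. The 10 named genes kept their direction in each setting where they were tested. They kept the call in 212 such results and lost it in 8, of which 2 were with DESeq2's Wald test, 4 without section 1 and 2 without section 2 of the male specimen of batch 2.

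The section number as a block, a paired form of these fits, called 5 genes by sex and 4448 by batch in whole sections, and 3 by sex in neuron-rich spots. Adjusted over the list alone, it called 1 panel gene by sex in each. Same-numbered sections did not pair the groups as a whole: over 24 pairs and 7967 genes their deviations correlated from -0.173 to 0.496, and in 1 of 6 pairs of groups, the female and male specimens of batch 1 (0.221 to 0.496), all lay over 0.1.

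For neuron-rich against other spots, 4333 genes became 960 at a resolution of 0.25, 532 in clusters led by a list gene and 209 with no replicate block for the specimen, and from 2151 to 5074 across the 4 leave-one-out fits. The 14 panel genes called higher became 1 at a resolution of 0.25, 1 in clusters led by a list gene, 1 with no replicate block, 2 with a minimum of 1000 UMIs per spot, and from 5 to 16 across the 4 leave-one-out fits. In the 25% of spots with the highest neuron-list share (top-quarter spots) 2 were called higher and the direction of most reversed. There SCN9A was at -0.069, TRPA1 at -1.09 and NTRK3 at 0.22. TRPA1 was at -0.032 with a minimum of 1000 UMIs, NTRK3 at 0.12 in clusters led by a list gene, and PVALB at -0.18 in the 25% of spots ranked without neurofilament genes. Of the 16 panel genes called, 10 reversed sign in the top-quarter spots and 9 in clusters led by a list gene. At a resolution of 0.25 it was 7, with a minimum of 1000 UMIs 4, and in spots ranked without neurofilament genes 2. Of the reversed genes, 8 were called in the top-quarter spots, 1 in those ranked without neurofilament genes and 0 in the others. Of the 7 named panel genes' other settings, 61 kept direction and call and 28 kept the direction only. At a resolution of 0.25, a region of 7713 spots with SCN11A and SYNPR among its leading genes was named satellite glia. Its median fold was 1.27 for that list and 1.19 for the neuron list, so the counts at that resolution rest on this name. The panel result therefore depends on how the spots are chosen, and the cause was tested only for neurofilament genes.

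The share of neuron-rich spots in the female specimen of batch 1 (36.0%) became 1.81% in clusters led by a list gene and 1.07% at a resolution of 0.25. In the male one (38.0%) these were 1.07% and 0.541%, and 42.9% with a minimum of 1000 UMIs. The values at a resolution of 0.25 rest on the name of a region of 7713 spots, 4337 of them from batch 1. It had SCN11A and SYNPR among its leading genes but was named satellite glia, with a median fold of 1.27 against 1.19 for the neuron list. In the female specimen of batch 2 (33.5%) the share became 31.5% in clusters led by a list gene, 28.7% at a resolution of 0.25, 34.9% at a resolution of 1, 37.7% with 1000 UMIs, 48.7% without centring and 29.8% clustered alone. In the male one (8.56%) it became 4.58%, 25.3%, 18.8%, 0.828% and 33.3% under the same settings but the first. Without centring, a region of 2225 spots, 99.6% of them from batch 2, was named satellite glia. SNRPN and AVIL were among its leading genes, as in the neuron-rich cluster of this male specimen clustered alone. The region's median fold was 1.23 for the satellite glia list and 1.16 for the neuron list, so the 0.828% may rest on that name. Leaving out one section gave 30.1 to 40.8%, 36.4 to 39.3%, 33.1 to 34.0% and 8.05 to 9.31%. The cause was not tested beyond the explanations weighed elsewhere in this section.

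The median number of autocorrelated genes in the authors' deposited table (2303) became 279 with a Moran's I of at least 0.1 and 1503.5 at an adjusted p under 0.001, both stricter by construction, and 1818.5 among genes with at least 100 UMIs. Leaving out one section of the authors' deposited table gave 2271 to 2335. Between species, all features as the denominator took the sections labelled *M. mulatta* and *P. anubis* from 1936 to 1173 genes apart. Between *M. fascicularis* and sections labelled *M. mulatta* the count went from 2206 to 1556 (476 to 244 higher in the latter). Between *M. fascicularis* and sections labelled *P. anubis* it went from 728 to 489 (321 to 182 higher in the latter). Leaving out one section gave 2197 to 2247, 721 to 761 and 1831 to 2061 genes apart, and median correlations of 0.573 to 0.584, 0.802 to 0.836 and 0.594 to 0.612. The 18 named combinations of a gene and a species pair kept their direction and difference in all 412 results over these settings. Some of these results could not change, since the section left out belonged to a species outside the pair.

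Depth limits the sections labelled *M. mulatta*, where 190376 and 264661 UMIs leave genes at low levels unseen, and the male specimen of batch 2, whose neuron-rich spots held 1311578 UMIs against 12628092 in the female specimen of batch 1.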

Other observations

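In this part, the tests of low depth behind the low share of neuron-rich spots, of depth, fibroblasts and handling behind the batch differences, and of neuron-rich regions split by batch were chosen after the result was seen.

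Panel genes were lower in the 25% of spots with the highest neuron-list share and higher in the neuron-rich regions. Ranking spots without the neurofilament genes turned this: 14 panel genes were called higher out of 17 called, against 2 of 18 with them. A candidate explanation is that neurofilament genes of one kind of neuron carry the list share. PVALB, not among the 3 named genes that reversed in the spots ranked with neurofilament genes, was lower by 0.18 on the log2 scale in those ranked without them. A biological difference between kinds of neuron stays open.

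The low share of neuron-rich spots in the male specimen of batch 2 (8.56%) may come from joint clustering that assigns its spots to other regions. Clustered alone, its sections held at least 25.7% neuron-rich spots, with a mean of 33.3%. Its neuron-rich cluster had no neuron-list gene among its leading genes and a median fold of the list of 1.19, so this rests on the rebuilt name. In the female specimen of batch 1 clustered alone, a cluster named after immune genes held 21.8% of spots with SST and SCN11A among its leading genes, so the share of that specimen under this choice may leave out neuron-rich spots. Among spots with at least 1000 UMIs the share of the male specimen of batch 2 was 18.8%, with sections at 16.9 to 20.7% against 28.1 to 55.9% in the others. That argues against low depth as the whole cause, but only narrowly, since the mean lay just under the bound set for the test, and part of the deficit stays open to depth. The sex and batch of the specimen are untested explanations.

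The batch differences were weighed against 3 technical explanations. After every section was thinned to the lowest total, 8 of the 8 named genes still tested were called, which argues against unequal depth as the cause. All 9 tested fibroblast genes were lower in batch 2, but by unequal factors: 5 of them lay over 2 SE from the list median of -1.25, from COL3A1 at -7.00 to IGFBP6 at -0.69, which argues against fewer fibroblasts as the whole cause. COL1A1 was at 87.1 CPM or more in the other sections labelled batch 2, which had Space Ranger 2.0.0 and other species labels. Handling or program version within *M. fascicularis* could therefore explain the collagen genes and cannot be told apart from the specimens, since version and batch coincide there. A difference between the animals of the 2 batches is untested. Chosen after their values were seen, TARS1 was lower in batch 2 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment (log2 fold change -5.53), and SERPINA3 (5.18), CHI3L1 (4.44) and MAPK3 (3.39) were higher. SOD2 (2.50, edgeR adjusted p 0.136) did not pass.

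Neuron-rich regions 3 and 4 each drew most spots from one batch. At a resolution of 1, a region with PVALB among its leading genes drew 83.3% of its spots from batch 1 and another such region 94.7% from batch 2, which argues against only one kind of neuron-rich region in each batch. A region led by SCN11A drew 91.9% from batch 1. With the female specimen of batch 2 clustered alone, however, a neuron-rich region led by SCN11A held 908 of its spots (14.5%) over 4 sections, so that kind was not confined to batch 1 either.

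For the genes called between neuron-rich and other spots, 1 of the 8 splits of the 8 sums that part the classes within every specimen gave as many genes as the real one, which was the real split itself, and the others called 0 to 5. With 8 splits the share cannot fall under 0.05. The regions were also clustered on 2000 variable genes of the same counts, which favours the real split whatever the RNA, so these splits do not show that it differs from chance. Without the specimen as a block, 2 of 35 splits gave as many: the real one with 209 genes and the split by batch with 992, against 4333 with the block.

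Section 1 of the female specimen of batch 1 held 3256 CPM of immediate early genes, against 698 to 1158 CPM in its other sections. In its neuron-rich spots the list was at 1738 CPM, against 571 to 945 CPM in those of the others, which argues against another tissue makeup as the whole cause. RNA from neighbouring spots was not excluded. No biological explanation was tested.

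The sex labels of *M. fascicularis* had no gene to check them directly. A median of escape genes at percentile 61.5 of random lists leaves open whether X-linked genes known to escape inactivation differ between sections labelled female and male. The 7 measured genes are few, and escape in this tissue was not tested.

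SPATA16 was at 10.5 to 12.9 CPM in sections 3 and 4 of both specimens of batch 1 and at 0 UMIs in sections 1 and 2 of both. In the same 2 specimens same-numbered sections deviated together over 7967 genes, with correlations of 0.221 to 0.496. The labels name no shared slide or day for these sections.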
